A study of Vitis vinifera with 8 samples. Its data were reported in "VviNAC33 promotes organ de‐greening and represses vegetative growth during the vegetative‐to‐mature phase transition in grapevine" (2021).

How the data were processed

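Leaves of in vitro grapevine plantlets (cv Sultana) were collected 7 days after vacuum infiltration with Agrobacterium tumefaciens. Per the labels, 8 plants were infiltrated for overexpression and 7 as controls. Of the infiltrated plants 4 per group were hybridized, and the methods state that the OXNAC33 plants were those with the highest transgene level by quantitative PCR, so that this group was selected on VviNAC33. Groups and replicate numbers were taken from the sample titles.

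Per the file headers, the authors scanned each array with Agilent scanner software for 1 colour (Cy3), which subtracted the background, removed spatial trends and replaced small values by an estimate above 0. The deposited value for each spot is a processed intensity on a linear scale that was not scaled between arrays. The headers also give the median intensity of each spot and of its local background, and marks of 0 or 1 for spots that are well above background, outlying or saturated. The authors deposited a second table of linear intensity for 24631 of the 34369 probes (71.7%). Its values equalled the processed intensity times 1 factor per array, which brought the 75th percentile of all probes to a common level near 1656. The methods refer to an earlier publication, not used here, for feature extraction and statistics, and give no rule for the choice of these probes, and 1961 probes that passed the filter used here are not in that table.

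Each array held 35786 features, of which 34369 were probes other than controls, each printed once. The probes carried 29798 VIT identifiers, 4392 XLOC identifiers and 179 others. The 140 spots marked as outlying were left out, and 0 spots were saturated. Values were the log2 of the processed intensity minus the log2 of the 75th percentile of the array. A probe was tested when it was well above background on at least 4 of the 8 arrays, whichever group they belonged to, which left 26579 probes. Between 73.8% and 84.1% of the probes of an array were well above background.

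Groups were compared with the linear model and moderated test of limma 3.58.1 in R 4.3.3, with group as the only term, because the methods name no covariate. P-values were two-sided and adjusted by the Benjamini-Hochberg procedure over all probes. Counts were also made at an unadjusted p under 0.05 with at least 1.5 fold, the threshold of the methods. A call of VviNAC33 was read at an unadjusted p under 0.05, since 1 gene was asked about. Single genes were also compared by a two-sided exact permutation test of the difference of means (scipy 1.17.1 in Python 3.11.15), which cannot give less than 0.0286 for 4 against 4 arrays. Permuting within scan dates cannot give less than 0.0833. Figures were drawn with matplotlib 3.10.9.

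Gene lists were tested with camera at an inter-gene correlation of 0.01 and adjusted over the 4 lists. These lists held the annotated genes most strongly co-expressed with VviNAC33 in an organ atlas (weaker correlates were not used here), genes bound by VviNAC33 that were raised or lowered in stable overexpressing lines, and auxin genes tabulated from stable lines or binding. They were drawn up from the study's own tables before the data were examined, as were the design, the alternatives and the rule for naming genes, except the additions named in the closing section. From these tables only the membership was used, with the direction in stable lines to part the bound genes and the ranking of the atlas genes as given, and genes tabulated for the present arrays alone were left out. The atlas list and the list raised in stable lines share 2 genes, and the list lowered in stable lines shares 2 genes with the auxin list. Of the 4 lists, in the order given, 5, 3, 3 and 3 members belong to the list of 16 genes that the study discusses.

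The genes named are the 16 of that list, the 5 probes with the largest rise and the 5 with the largest fall among adjusted calls without overlap between the groups, and at most 2 strong members per set. As 0 probes passed the adjustment, the 10 probes were taken at the unadjusted threshold. After the results were seen, 1 gene of the list was left out of the texts, the figure and the comparison of single arrays with their group; it stays in the counts and adjustments over the list, and its result is not reported here. Names were those the study pairs with VIT identifiers, because 0 array identifiers matched the reference table of gene symbols. For that reason sets of photosystem and SAUR genes, planned by gene description, were not run, and genomic coordinates were not used here.

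Scan date, read from the file headers, was recorded as 1, 2 or 3, and the slide as 1 to 5. Within scan date 1 each slide held 1 group, and the arrays of scan date 2 lay on separate slides. Whether the replicate numbers pair the arrays was checked by correlating the deviations of each array from its group mean across probes. For replicates 1 to 4 the correlation between the groups was 0.490, 0.253, 0.496 and 0.102. As each was over 0.1, the numbers were treated as pairs. Arrays of the same scan date with different numbers also correlated, at 0.393 and 0.476, and so did Control replicate 4 with OXNAC33 replicate 3, at 0.499. Same-numbered arrays share a scan date, so the pairing follows the scan dates at least in part.

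The alternatives tried were background correction by normexp with an offset of 50 on the median signals, quantile and median scaling, no filter and a filter on all 8 arrays, scan date or replicate number as a block, slide as a random block, the authors' deposited table, the methods' t-test, an intensity trend with robust variances, array weights, leaving out each array, fry and an estimated correlation. Added after the data were seen were the scan period (scan date 1 against the later dates) as a block and the methods' t-test on linear values of the deposited table. Averaging the probes of a gene changed nothing, since each gene had 1 probe.

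The fit was tested on simulated data made from the values of 26466 probes measured on all arrays, with 200 probes shifted in the comparison of OXNAC33 with Control. Of these, the fit recovered 0% at a log2 shift of 1, 68% at 2 and 84% at 3. With scan date as a block the fit recovered 13%, 77.5% and 86%. Those runs used separate simulated data, with the smaller residual spread of the model with the block and an added scan effect. The recoveries with and without the block therefore do not compare the fits on the same data. Unchanged probes called by the fit without the block numbered 0, 3 and 11, and with the block 2, 10 and 14. In simulated sets of 75 probes, camera called 1.5% of 200 unchanged sets and 100% of 50 sets shifted by -0.5. The simulated probes varied independently and carried no scan effect, so the 1.5% is not the rate of false calls for lists of correlated genes.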

Results

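The data collected were transcript levels in leaves of grapevine plantlets (cv Sultana) infiltrated with Agrobacterium tumefaciens and harvested 7 days later. Custom grapevine arrays read with 1 dye gave an intensity for each of 34369 probes, of which 29798 carried a VIT gene identifier. The Control group held 4 arrays from plants infiltrated with an empty vector that carries a non-coding sequence, and the OXNAC33 group held 4 arrays from plants given the construct that overexpresses the transcription factor gene VviNAC33. Each array stood for 1 plant, and the number of arrays limited the precision of every value. The share of probes well above background lay between 73.8% and 84.1%, with a mean of 78.9% ± 5.91 (SD, n = 4) in Control and 75.6% ± 1.39 (SD, n = 4) in OXNAC33. Control replicates 1 and 2 had the largest shares, at 84.0% and 84.1%. The 75th percentile of the deposited signal ranged from 1379 to 2768 before scaling. Scanning took place on 3 dates, each of which held both groups. Scan date 1 held replicates 1 and 2 of both groups, scan date 2 held replicate 3 of both groups and scan date 3 held replicate 4 of both groups. The arrays came from 5 slides, and only the slide of scan date 3 carried both groups.

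The comparison of OXNAC33 with Control asked which genes rise or fall when VviNAC33 is overexpressed in leaves. VviNAC33 itself (VIT_19s0027g00230) was examined first, because it checks the labels. Its level, as log2 intensity relative to the 75th percentile of the array, was -0.78 ± 0.67 (SD, n = 4) in Control and 0.12 ± 0.98 (SD, n = 4) in OXNAC33. The log2 difference of 0.90 (SE 0.52) did not pass limma (adjusted p = 0.664), and the two-sided exact permutation test of 4 against 4 arrays gave p = 0.2. Leaving out the array labelled OXNAC33 replicate 4 raised the difference most, to 1.32, and leaving out OXNAC33 replicate 1 lowered it most, to 0.56. Within scan dates, VviNAC33 was higher in OXNAC33 by 1.17 on scan date 1, by 1.02 on scan date 2 and by 0.24 on scan date 3. The direction was the same on all 3 scan dates, and the exact permutation of labels within scan dates gave p = 0.0833, the smallest value that it allows. With scan date as a block, limma gave an unadjusted p of 0.0178 and an adjusted p = 0.280 for the same difference. With the replicate number as a block the unadjusted p was 0.00757. The array labelled OXNAC33 replicate 4 had a level of -1.13, inside the range of the Control arrays (-1.37 to 0.14). Each direction given for OXNAC33 includes that array unless it is said to be left out.

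**Figure D1:**
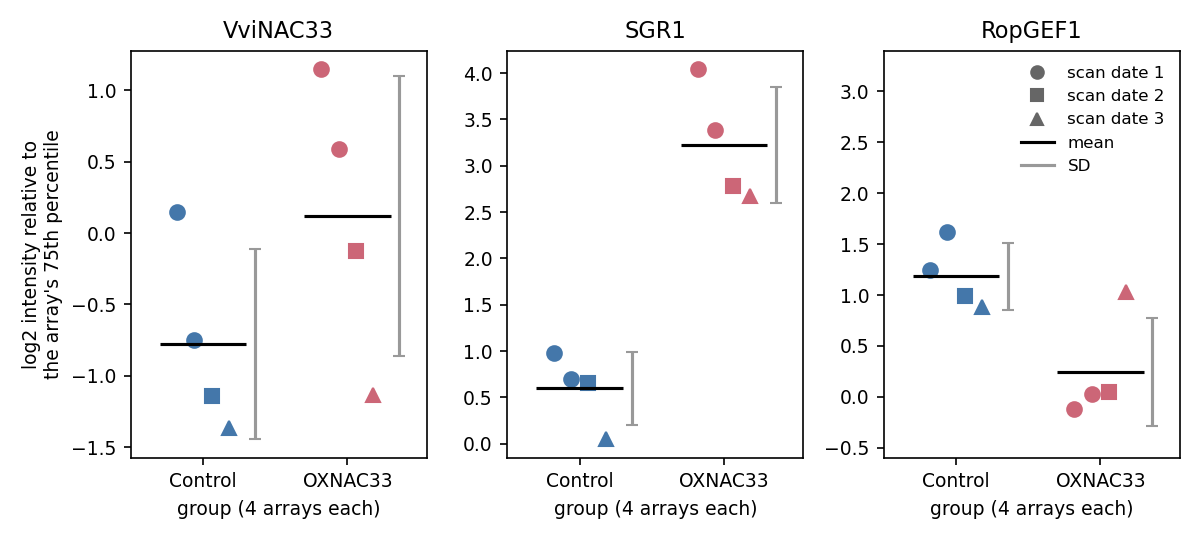
Log2 intensity relative to the 75th percentile of the array (vertical axis) for VviNAC33, SGR1 and RopGEF1 on each of the 8 arrays, by group (horizontal axis), with marker shape for scan date, the group mean as a black line and the SD as a grey bar. SGR1 lay between 2.67 and 4.04 on the OXNAC33 arrays and at or below 0.98 on the Control arrays, while the array labelled OXNAC33 replicate 4 lay among the Control arrays for VviNAC33 and RopGEF1.

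Across 26579 probes, limma called 0 probes higher and 0 lower in OXNAC33 at an adjusted p under 0.05, and the lowest adjusted p was 0.392. At an unadjusted p under 0.05 the count was 2071, or 7.79% of the probes, where 5% would be 1329. The methods' t-test on the same values also gave 0 adjusted calls, with 2015 probes at the unadjusted threshold. On the linear values deposited by the authors it called 0 probes higher and 1 lower (XLOC_003210, named after its values were seen), with 1704 at the unadjusted threshold. Array weights moved the adjusted counts most, to 456 higher and 493 lower. These weights gave OXNAC33 replicate 2 a value of 13.0, and those of the other arrays lay between 0.359 and 1.40. The replicate number as a block gave 2 adjusted calls, VIT_18s0117g00550 and VIT_18s0117g00590 (adjusted p = 0.0445 for both), which were higher in OXNAC33 by 4.22 and 4.26 on the log2 scale with an SE of 0.83 and 0.91 in the comparison without the block. Without OXNAC33 replicate 2, limma called 2 probes higher, VIT_14s0128g00540 and VIT_14s0128g00570. These 4 probes were also named after their values were seen.

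At an unadjusted p under 0.05 and a change of at least 1.5 fold, 644 probes were higher and 824 lower in OXNAC33, so that 56.1% of these calls were lower. Array weights moved both counts most, to 2898 and 2250. The lower calls were not in the majority in every setting, as their share was 43.7% with array weights, 39.9% without OXNAC33 replicate 3 and 46.4% without Control replicate 2, and without the fold threshold 1055 probes were higher and 1016 lower. Single arrays also moved them. The count of higher probes was 326 without OXNAC33 replicate 1, 391 without OXNAC33 replicate 2, 1275 without OXNAC33 replicate 3 and 1090 without the array labelled OXNAC33 replicate 4. The count of lower probes was 512 without Control replicate 2, 535 without OXNAC33 replicate 2 and 1338 without the array labelled OXNAC33 replicate 4. The groups did not overlap for 630 probes that were higher and 466 that were lower in OXNAC33, together 4.12% of the probes, where chance gives 2.86%.

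Scan date separated the arrays more than the group did. The first principal component held 43.01% of the variance and placed the arrays of scan date 1 between -94.5 and -44.5 and the later arrays between 21.4 and 74.4. The second component held 23.7%. On it, OXNAC33 replicates 1 to 3 lay at -55.2, -45.2 and -65.7, the array labelled OXNAC33 replicate 4 at 17.9 and the Control arrays between 13.2 and 73.6. In the model with both terms, 2023 probes (7.61%) differed between scan dates at an adjusted p under 0.05. With scan date as a block, the median residual SD fell from 0.385 to 0.280. The adjusted counts stayed at 0 higher and 0 lower with a lowest adjusted p of 0.0767, and 4003 probes (15.1%) passed the unadjusted threshold. Of these, 1035 were higher and 1372 lower by at least 1.5 fold, and the calls included 1398 of the 1468 made without the block.

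**Figure D2:**
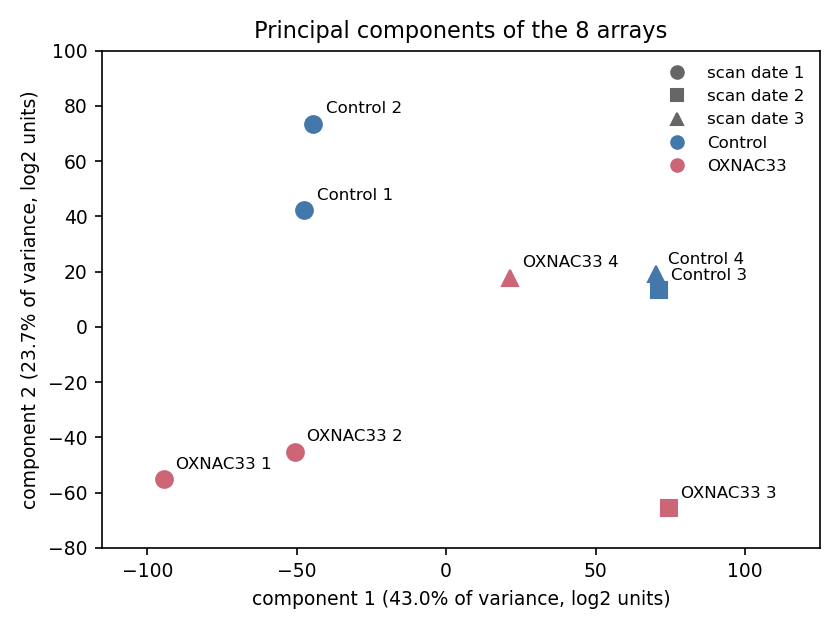
Positions of the 8 arrays on the first and second principal components (axes in log2 units, with the percentage of variance in brackets), coloured by group and with marker shape for scan date. The arrays of scan date 1 lie at -44.5 and below on component 1, and the array labelled OXNAC33 replicate 4 lies at 17.9 on component 2, apart from the OXNAC33 arrays at -45.2 and below.

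A list of 16 genes that the study discusses was compared next, to ask whether the genes put forward as targets or partners of VviNAC33 change with it. PsbA (VIT_13s0019g02630) was well above background on 0 of the 8 arrays, which left 15 genes. Over all probes limma called 0 of the 15, and 8 passed at an unadjusted p under 0.05. When adjusted over the list alone, 8 genes passed. The study chose 8 of the 16 genes on these same arrays, so the count adjusted over the list alone is not independent evidence. With slide as a random block the count adjusted over the list alone was 4, with the replicate number as a block it was 9, and with scan date as a block it was 11.

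SGR1 (VIT_02s0025g04660), the STAY-GREEN gene of chlorophyll degradation, rose most in the list. Its level was 0.60 ± 0.39 (SD, n = 4) in Control and 3.22 ± 0.63 (SD, n = 4) in OXNAC33. The log2 difference was 2.63 (SE 0.34, limma adjusted p = 0.392), the groups did not overlap, and the differences within scan dates were 2.88, 2.13 and 2.63. The two-sided exact permutation test gave p = 0.0286 for SGR1, the smallest value that 4 against 4 arrays allow, and 0.0715 after adjustment over the 15 tests of the list. The same exact p was found for IAGLU, AUX1, TUA6, UBQ14 and sucrase, whose groups did not overlap either. IAGLU (VIT_06s0004g07230), an indole-3-acetate glucosyltransferase gene, was higher by 1.94 (SE 0.41, limma adjusted p = 0.583). The α6 tubulin gene TUA6 (VIT_18s0001g08300) was higher by 1.47 (SE 0.17, limma adjusted p = 0.392). NAC60 (VIT_08s0007g07670), which was not chosen on these arrays, was higher by 1.88 (SE 0.49, limma adjusted p = 0.633) and by 2.05, 1.76 and 1.67 within scan dates. CCD4b (VIT_02s0087g00930) was higher by 1.65 and UBQ14 (VIT_19s0177g00070) by 0.71, and both differences were smallest on scan date 3, at 0.53 and 0.27. The sucrase gene (VIT_19s0015g00750) differed by 0.31 and failed both adjustments.

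Among the genes put forward as repressed, RopGEF1 (VIT_03s0038g03620) had a log2 difference of -0.94 (SE 0.29, limma adjusted p = 0.633). Within scan dates it differed by -1.49, -0.94 and 0.14, so that the fall did not hold on scan date 3. The auxin influx carrier gene AUX1 (VIT_13s0067g00330) differed by -0.84 (SE 0.30, limma adjusted p = 0.633) and was lower on all 3 scan dates. ATPC1 (VIT_19s0090g00480), also put forward as repressed, differed by 0.35. ATG8f (VIT_02s0154g00390), which the study puts forward as activated, differed by -0.17. Neither ATPC1 nor ATG8f passed any threshold, and the direction of both changed between scan dates. The study rests both on stable lines, binding and promoter assays and chose neither on these arrays, so these values do not test that evidence. CRY1 (VIT_18s0001g05680) differed by -0.01 and the reference gene UBIQUITIN1 (VIT_16s0098g01190) by -0.04, and the sign of both flipped when the background was corrected by normexp.

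**Figure D3:**
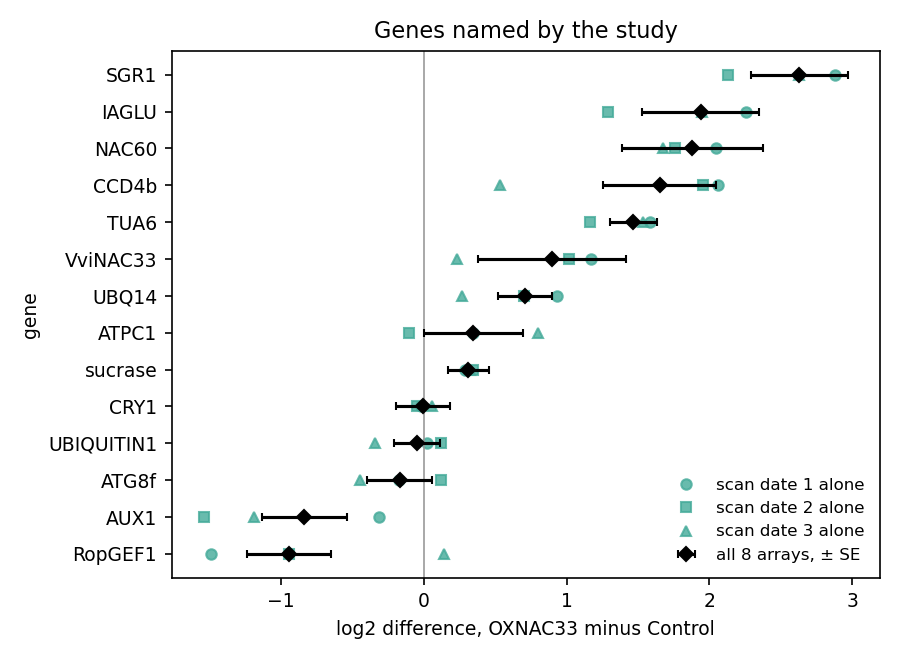
Log2 difference of OXNAC33 minus Control (horizontal axis) for the genes of the list that are reported here (vertical axis), with black diamonds for all 8 arrays, bars for ± SE and green symbols for each scan date alone. SGR1 lies at 2.63 and RopGEF1 at -0.94, and RopGEF1 on scan date 3 lies at 0.14, on the other side of 0. CRY1 and UBIQUITIN1 lie at -0.01 and -0.04, with a sign that flips under normexp.

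The largest changes were taken from probes with an unadjusted p under 0.05, at least 1.5 fold and no overlap between the groups, because 0 probes passed the adjustment. This left 227 higher and 278 lower probes, and all 10 probes taken from them fail the adjustment. The 5 largest rises lay between 4.75 and 5.94 on the log2 scale. They included VIT_17s0119g00280 (5.94, SE 1.52, limma adjusted p = 0.633) and VIT_14s0128g00570 (5.17, SE 1.06, limma adjusted p = 0.554), each well above background on 4 OXNAC33 and 2 Control arrays. The 5 largest falls lay between -3.68 and -2.39. They included VIT_06s0061g01380 (-3.68, SE 1.08, limma adjusted p = 0.633) and VIT_01s0011g06650 (-2.73, SE 0.55, limma adjusted p = 0.554), the second of which was well above background on 1 OXNAC33 array, the array labelled OXNAC33 replicate 4. Of the named genes, the response regulator ARR9 (VIT_18s0001g02540) differed by -2.64 (SE 0.53) and an adenine phosphoribosyltransferase gene (VIT_00s1847g00010) by -2.39 (SE 0.40). ARR9 was well above background on 1 of the 4 OXNAC33 arrays, so that its difference rests in part on values near background. When values not well above background were raised to the lowest level counted as such on their array, a step added after the data were seen, the difference was -2.25 for ARR9, -1.32 for VIT_01s0011g06650, 5.65 for VIT_17s0119g00280 and 4.67 for VIT_14s0128g00570. With normexp, ARR9 differed by -0.93. All 10 probes moved in the same direction on each of the 3 scan dates. The choice of probes without overlap fixed this in advance, so it adds no support.

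Lists of genes that the study had assembled on other evidence were then tested as sets, to ask whether genes linked to VviNAC33 elsewhere move together in these leaves. The test was camera with an inter-gene correlation of 0.01, adjusted over the 4 lists. All 4 lists passed, and 0 of them held under fry or under a correlation estimated from the data. The lowest adjusted p under these alternatives was 0.0786 with fry and 0.168 with the estimated correlation. Every list passed with scan date as a block.

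The genes most strongly co-expressed with VviNAC33 in an atlas of grapevine organs, a part of all that correlate with it there, were higher in OXNAC33 (28 of 29 tested, camera adjusted p = 2.76e-05). Their median log2 difference was 0.20, with 23 members higher and 5 lower, and 4 were in the list that the study drew from these arrays. The medians within scan dates were 0.44, 0.36 and -0.01. Genes bound by VviNAC33 and raised in stable overexpressing lines were also higher (47 of 48 tested, camera adjusted p = 0.0182), with a median of 0.16 and 32 members higher. Their medians within scan dates were 0.29, 0.18 and -0.15. This call was lost without Control replicate 1 (adjusted p = 0.0581), without Control replicate 2 (adjusted p = 0.202) and without OXNAC33 replicate 3 (adjusted p = 0.224), and over all alternatives its adjusted p ranged from 4.78e-05 to 0.231. The strongest named members were the salt tolerance zinc finger gene (VIT_18s0001g09230), higher by 1.38 (SE 0.51), and a peroxidase gene (VIT_00s0226g00030), higher by 0.75 (SE 0.30).

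Genes bound by VviNAC33 and lowered in stable lines were lower in OXNAC33 (61 of 61 tested, camera adjusted p = 4.21e-05). Their median was -0.26, with 42 members lower and 19 higher, and 8 were in the list drawn from these arrays. Within scan dates the medians were -0.40, -0.26 and 0.14. A calmodulin binding protein gene (VIT_18s0001g13870) differed by -0.80 (SE 0.24), least on the array labelled OXNAC33 replicate 4, and HSL1 (VIT_10s0003g00330) by -1.24 (SE 0.38). HSL1 was 0.21 higher in OXNAC33 on scan date 3, and its level of -0.47 on the array labelled OXNAC33 replicate 4 lay inside the Control range of -0.68 to -0.10. Auxin genes tabulated from the stable lines or from binding were lower as well (75 of 79 tested, camera adjusted p = 1.73e-07). Their median was -0.60, with 52 members lower and 23 higher, and 12 were in the list drawn from these arrays. The medians within scan dates were -0.54, -0.85 and -0.13. Relative to the Control mean, the median of the auxin list was -0.67, -0.64 and -0.97 on OXNAC33 replicates 1 to 3. It was -0.13 on the array labelled OXNAC33 replicate 4, inside the Control range of -0.24 to 0.10. Auxin efflux carrier protein 10 (VIT_08s0040g01220) was well above background on 0 of the 4 OXNAC33 arrays and was at least 2.12-fold lower there when its values were set to the lowest level counted as well above background. With normexp, whose offset of 50 draws differences of dim probes toward 0, the log2 difference was -0.61. On scan date 3, the medians of the atlas list and of both lists from stable lines thus lay on the other side of 0, whereas the auxin list was lower on all 3 dates.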

Values the study reported

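For the transient overexpression experiment, the study reported 1027 differentially expressed genes at P < 0.05 by t-test. Of these, 379 changed by more than 1.5 fold, with 122 upregulated and 257 downregulated. The study found 40 genes shared between the 1027 and its 971 putative binding targets, 24 of them upregulated and 16 downregulated.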

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

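The tests of whether the array labelled OXNAC33 replicate 4 is a mislabelled control, or was exchanged with Control replicate 4, were chosen only after the result was seen.

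On 3 genes the array labelled OXNAC33 replicate 4 lay far from the other arrays of its group. For RopGEF1 (VIT_03s0038g03620) its log2 level was 1.02, while OXNAC33 replicates 1 to 3 lay between -0.12 and 0.05. For VIT_01s0011g06650 its level was -6.46, against -8.94 to -8.78 on the others, and for the calmodulin binding protein gene (VIT_18s0001g13870) it was -1.71, against -2.43 to -2.36. The gap to the nearest array, as a share of the range of the group, was 0.852, 0.936 and 0.892. In all, 70 groups of 4 arrays were examined, and chance alone gives about 1 in 20, or 3.5 of them. The number of such gaps was thus what chance gives, but all 3 fell on 1 array and in the direction of the Control arrays.

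A wrong label was weighed first. Over 26479 probes the difference of this array from Control replicate 4, which shared its slide, correlated with the group difference on scan date 1 at r = 0.158 across probes. Probes are not independent replicates, so this r describes these arrays only. The same comparison of Control replicate 3 with Control replicate 4 gave 0.0539, and that of OXNAC33 replicate 3 with Control replicate 3 gave 0.395. Put in the place of a control, against OXNAC33 replicate 3, the array in question gave 0.218. That is more than the 0.158 it gave as an OXNAC33 array, so r alone does not settle the label. Of the 100 probes most raised in OXNAC33 on the other 2 scan dates, 85 were higher on this array than on Control replicate 4. Their median difference was 1.81, while the medians of 10000 random lists of 100 probes matched on intensity lay between -0.26 and 0.28. On these probes Control replicate 4 lay 0.04 from the other Control arrays at the median, and this array 2.00 above them. For comparison, Control replicate 3 lay at -0.80 from the other Control arrays on the raised probes chosen without its scan date. On the 100 probes most lowered on the other dates, where the median group difference was -2.94, Control replicate 4 lay at -0.17. An exchange needs Control replicate 4 to be out of place, which it was not on either set of probes. Other counts go with an exchange. The split of the arrays with these 2 exchanged gave 697 probes beyond 1.5 fold the same way on all 3 scan dates against 583 with the labels as given, 4557 adjusted calls with array weights against 949, and a smaller camera p for all 4 lists (2.45e-08 against 3.15e-05 for the list lowered in stable lines). It gave fewer probes at an unadjusted p under 0.05, 2025 against 2071. A mislabelled control is nevertheless argued against by the raised probes, and an exchange by the place of Control replicate 4 among the Control arrays on both sets. The test has a limit, since of the 100 most lowered probes 46 were lower on this array than on Control replicate 4, with a median difference of 0.10. For the arrays of scan date 2, chosen on the other 2 dates in the same way, 91 of the 100 most raised probes were higher and 80 of the 100 most lowered were lower.

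What remains open is a lower dose of the transgene in this plant, a partly mixed sample or an effect of its slide. VviNAC33 was 0.24 above the control of the slide on this array, against 1.17 and 1.02 on the other scan dates. A lower dose may account for the 3 genes, as the VviNAC33 difference was 0.90 with this array and 1.32 without it. Against it stands that the study chose the OXNAC33 plants for the highest transgene level by quantitative PCR on the same RNA. The level of each plant by that method was not used here. With 85 of the 100 raised probes higher on it, however, a large part of the rises was present. The 100 most lowered probes did not fall on it as a set, with 46 lower and a median difference of 0.10. On all 3 scan dates 291 probes were lower by at least 1.5 fold. For such probes in both directions together, 3 of the 12 balanced splits gave as many, the real one included. The count therefore does not show that falls were present on this array. The tests do not separate dose from slide for this array, as no other slide carried both groups, and a mixed sample was not tested.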

How the results depend on the processing

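The tests with scan period as a block and with the methods' t-test on linear values were chosen only after the result was seen.

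The count of probes higher at an adjusted p under 0.05 was 0, and 2 with the replicate block, 456 with array weights and 0 to 2 when 1 array was left out, with the 2 seen without OXNAC33 replicate 2. The count of lower probes was 0, and 493 with array weights and 1 with the methods' t-test on linear values. The gain with array weights came with a weight of 13.0 for OXNAC33 replicate 2, and 11 of the 35 splits of the arrays gave as many weighted calls as the 949 found, so chance cannot be excluded for them. In the other settings both adjusted counts were 0.

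The 644 probes higher at an unadjusted p under 0.05 and 1.5 fold became 1055 without the fold threshold (with 1016 lower), 293 with normexp, 1035 with scan date as a block, 1040 with the replicate block, 1061 with scan period as a block, 417 with the methods' t-test, 247 with that test on linear values and 2898 with array weights. Leaving out 1 array gave 326 (OXNAC33 replicate 1) to 1275 (OXNAC33 replicate 3). The 824 lower probes became 1372, 1318 and 1271 with these blocks in the same order, 512 with the methods' t-test, 390 on linear values and 2250 with array weights. Leaving out 1 array gave 512 (Control replicate 2) to 1338 (the array labelled OXNAC33 replicate 4). Of the 1468 calls, 1398 were kept with scan date as a block, 1327 with the replicate block and 753 with normexp. The share of lower calls was 56.1%. It ranged from 39.9% without OXNAC33 replicate 3 to 68.7% with normexp, and was also below 50% with array weights (43.7%), without Control replicate 2 (46.4%) and without the fold threshold. The blocks lower the residual spread, from a median SD of 0.385 to 0.280 with scan date. For the other settings the cause was not tested.

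The VviNAC33 difference was above 0 in all 22 alternatives. It passed an unadjusted p under 0.05 with scan date, scan period or the replicate block (0.90 in each) and with array weights (1.29). Leaving out 1 array gave 0.56 (OXNAC33 replicate 1) to 1.32 (the array labelled OXNAC33 replicate 4), and it passed without the latter and without Control replicate 1 (1.21). Of the genes named by the study, 0 passed over all probes, and 7 did with array weights. Adjusted over the list alone, 8 passed, and 4 did with slide as a random block, 9 with the replicate block, 11 with scan date as a block and 6 to 10 when 1 array was left out. For array weights and the random block the cause was not tested.

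Under fry the adjusted p was 0.0786 for the atlas list and 0.142 for the other 3 lists, and with an estimated correlation it was 0.168 for the atlas and auxin lists, 0.231 for the list raised and 0.197 for the list lowered in stable lines. Both alternatives drop the preset correlation of 0.01, but fry is also a different test from camera. Which of these lost the calls under fry was not tested. The list raised in stable lines also lost its call with array weights (0.108). Leaving out 1 array gave it 0.00147 to 0.224, and it failed without Control replicate 1 (0.0581), Control replicate 2 (0.202) or OXNAC33 replicate 3 (0.224), for which the cause was not tested. The other 3 lists passed in their other 19 alternatives.

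The sign reversed for 2 named genes near 0. UBIQUITIN1 moved to 0.0589 with normexp and ranged from -0.13 to 0.00641 when 1 array was left out. CRY1 moved to 0.00111 with normexp and 0.0207 with slide as a random block, and ranged from -0.0848 to 0.0761 when 1 array was left out. The cause was not tested. Over the 29 named genes besides VviNAC33, 588 of 615 alternatives kept direction and side of the threshold, 18 passed it and 9 reversed. Camera was not run with slide as a random block, and normexp used the median in place of the planned mean signal. Signal over background limits the probes that can be tested, since 26579 of 34369 were well above background on enough arrays.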

Other observations

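The tests of the adjusted counts against other splits of the arrays, of scan date as the source of the spread, of the brightness of the slide of Control replicates 1 and 2, and of the probes that most separate the groups on the array labelled OXNAC33 replicate 4 were chosen only after the result was seen.

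The counts were compared with those of the 35 splits of the 8 arrays into 4 and 4. All 35 splits gave at least the 0 adjusted calls higher and 35 gave at least the 0 lower, which tests nothing. For the 644 higher probes at an unadjusted p under 0.05 and 1.5 fold, 12 of 35 splits gave as many, and for the 824 lower probes 11 did. Chance cannot be excluded for either count from all splits. The split that follows the scan period gave the most, with 9045 probes at an unadjusted p under 0.05 and 4452 at an adjusted p under 0.05. Among the 12 splits that keep each scan date balanced, the real split was the largest, with 2071 probes at an unadjusted p under 0.05 against 107 to 2025 in the others. With scan date as a block it gave 4003, against 232 to 3739. Among the 8 splits that part every pair of replicate numbers it was also the largest, with 3306 calls under the replicate block against 214 to 3142. The largest of the others, at 2025, exchanged Control replicate 4 with the array labelled OXNAC33 replicate 4, and by other measures given above that split exceeded the real one. With 12 and 8 splits a share under 0.05 is out of reach.

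The few calls past the adjustment may reflect a difference between scan dates. The median residual SD with scan date as a block was 0.728 of that without it, and the count at an unadjusted p under 0.05 rose from 2071 to 4003. The block left 0 adjusted calls, so it is not a full account.

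For the gene sets, 3 of 35 splits gave as small a p for the atlas list, 9 for the list raised in stable lines, 3 for the list lowered in stable lines and 5 for the auxin list, so that chance cannot be excluded for any of the 4. The intensity of the probes was tested with random lists matched on it. Their medians lay as far out in a share of 0.0166 for the atlas list, 0.0175 for the list raised, 1e-04 for the list lowered and 1e-04 for the auxin list, where 1e-04 is the smallest that 10000 draws can give. Intensity alone is argued against for each list. The auxin list without its 23 SAUR members still gave a camera p of 5.63e-05, with a median of -0.33 over 52 genes, so that the SAUR members (median -1.25) are not the whole of it. On the slide that carried both groups the auxin median was -0.107, with 47 of 76 members lower. These are the members measured on both arrays of that slide, while the 75 measured on all 8 arrays gave the -0.13 of scan date 3 above. Slide and group cannot be told apart for the fall of the auxin list, since 1 pair of arrays, with the array labelled OXNAC33 replicate 4 in it, is all that shares a slide. A response of auxin genes to VviNAC33 stays open beside these.

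For the genes named by the study, 1 of 35 splits, the real one, gave 8 genes adjusted over the list alone. As the study chose 8 of the 16 genes on these arrays, this does not exclude chance.

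Control replicates 1 and 2, which shared a slide, had more probes well above background than the other arrays. A brighter slide may account for this. The 75th percentile of unscaled signal was 2768 and 2250 on these arrays and 1379 to 1744 on the others, so that the lower of the pair was 1.29 times the highest of the others. Brightness did not order the other arrays, as OXNAC33 replicate 1 had 77.0% of its probes well above background at 1531 and the array labelled OXNAC33 replicate 4 had 74.1% at 1742. Among the dimmest 6645 probes 308 were lower and 199 higher at an unadjusted p under 0.05 and 1.5 fold, so that 60.7% of these calls were lower, against 51.7%, 57.8% and 52.5% in the 3 other groups of 6645, 6644 and 6645 probes, from dim to bright. Whether the brightness of that slide adds to the lower calls stays open. No biological explanation was tested.

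On all 3 scan dates, 292 probes were higher and 291 lower by at least 1.5 fold, together 583 of 26466. Of the 12 balanced splits 3 gave as many, so chance cannot be excluded, and 12 splits are too few to do so. Among named genes, chosen after their values were seen, a galactinol synthase gene (VIT_05s0020g00330) was higher by 3.86, 3.33 and 2.80 on the 3 dates and an auxin-responsive GH3 gene (VIT_07s0005g00090) differed by -1.87, -1.75 and -1.83.

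The array labelled OXNAC33 replicate 4 shared the rises of its group more than the falls. Of the 100 probes most raised on the other scan dates 85 were higher on it, and of the 100 most lowered 46 were lower. On scan date 2 the same choice gave 91 and 80. A candidate explanation is that rises need less VviNAC33 than falls, but only 1 array shows the pattern and the dose was not tested here. The study had measured it by quantitative PCR on the same RNA and kept the plants with the highest levels.

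The number of probes higher at an unadjusted p under 0.05 and 1.5 fold was 644 here. That is higher than the value quoted from the study above. The number of lower probes was 824. That is higher than the value quoted from the study above. The number at an unadjusted p under 0.05 was 2071. That is higher than the value quoted from the study above. With the methods' t-test on linear values of the deposited table the counts were 247, 390 and 1704. Those are higher as well. Of the 1025 genes in the list drawn from these arrays, 1025 passed an unadjusted p under 0.05 with that test, 1001 with the t-test on log2 values and 709 with limma. The list was chosen on these arrays, so this bears on how the test was run and is not independent evidence. The methods give no rule for the probes that entered the test beyond a reference to an earlier publication, which was not used here.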
